A study of Mus musculus with 6 samples. Its data were reported in "Single cell transcriptomics clarifies the basophil differentiation trajectory and identifies pre-basophils upstream of mature basophils" (2023).

How the data were processed

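Bulk RNA-seq was performed on mouse bone marrow-derived basophils (BMBAs) that had been stimulated with PBS or with 10 ng/mL IL-3 for 6 h, with 3 cultures per group. Per the labels, bone marrow cells of wild-type C57BL/6J mice were grown for 7 days at a cytokine dose of 0.3 ng/mL and basophils were then enriched with beads against CD49b. The cytokine of that culture is IL-3 according to the methods of the study. Whether IL-3 stayed in the medium of the PBS group during stimulation is not given in the sources used here.

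The values analysed are raw read counts per gene symbol, which the authors deposited as a single table of all 6 libraries. According to the methods of the study, poly(A) RNA was captured on oligo-dT beads, reverse-transcribed on the beads and amplified as whole-transcriptome cDNA (the TAS-Seq workflow), and the cDNA was fragmented into sequencing libraries. The authors trimmed the reads with Cutadapt and mapped them with Bowtie2 to the reference RNA of the mouse genome build GRCm38, on one strand. They then counted reads per gene and summed them by gene symbol. No molecular identifiers are described for these libraries, so reads copied by PCR from one cDNA were counted as separate reads. Mapping to transcripts with no step that is described for reads of several origins leaves the split of reads between near-identical genes uncertain. The source of the RNA differs between descriptions: the labels name a column-based extraction kit and the methods name direct lysis for this experiment.

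The table held 37043 gene symbols, of which 4866 had no count in any of the 6 libraries. Every row carried a symbol. No per-sample column was left unused. Library totals ranged from 10537540 to 13999287 counts. At these depths, a gene with 0 counts in a library may still have had up to 3 counts, or 0.214 to 0.285 CPM (counts scaled to a common library size) depending on the library. That limit covers counting error only. Gene coordinates, gene types, transcript lengths and GC contents came from GENCODE M21, an annotation of the same build, in which 96.22% of the symbols were found.

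Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr, library sizes were scaled by the trimmed mean of M values (TMM), and IL-3 was compared with PBS by the quasi-likelihood F test with the group as the only term. This design was chosen because the study used TCC, which relies on edgeR for such comparisons. All p-values from this test are two-sided, and adjusted p is the Benjamini-Hochberg value over all genes tested. A gene was called at an adjusted p below 0.05. The standard error (SE) of a log2 fold change was derived from its F value. Normalised expression is CPM after TMM scaling and is given as mean ± SD. Gene lists were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes. The p-values were adjusted over 7 lists of processes and, separately, over lists of cell type markers. A list was tested only where at least 3 members had passed the filter, which held for 5 of the 6 lists of cell type markers, so adjustment there was over 5. The value given for a list is the median log2 fold change of its tested members.

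Genes named in the text were chosen by a rule fixed before the data were examined. They are the 18 genes that the study or its question speaks of. To these were added the 5 largest rises and the 5 largest falls among called genes with all 3 IL-3 libraries beyond all 3 PBS libraries and a mean of at least 20 CPM in the higher group, and the 3 members of each list with the smallest adjusted p below 0.05. Some genes that this rule selects are not reported here. Any other gene is said to have been chosen after its values were seen. CT010467.1, Mrc1, mt-Rnr1 and mt-Rnr2 were also chosen outside the rule and are not marked again where they appear. Sequence shared with other genes was measured as the percentage of 50-mers of a gene's transcripts found in transcripts of another symbol.

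The pipeline was tested on simulated counts with the means, dispersions and library sizes of the real data. For the comparison of IL-3 with PBS, 190 genes changed 2-fold entered the test of 16373 simulated genes. Of these 75.8% were called and 100% had the right sign, while 0.149% of unchanged genes were called. A shift of -0.5 given to the G2/M list came back as a median of -0.50, and none of the other lists was called. Genes were simulated independently of each other, and no change was given to genes of the other lists. The simulation therefore does not show how list calls behave when genes are correlated.

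Alternatives fixed before the data were examined were size factors from DESeq2 1.42.0, library totals without TMM, an iterated TMM like that of TCC (DEGES), no filter on low counts, a filter at 1 CPM in 3 libraries, the edgeR exact test, the DESeq2 Wald test, limma-voom, thinning to the smallest library, a replicate block, leaving out each library in turn, adjusted p thresholds of 0.1 and 0.01, a test against a fold of 1.5 (glmTreat), other pseudocounts for Cxcr4, and fry or camera with an estimated correlation for gene lists. A correction of each library for trends with transcript GC content and length was added after the data had been seen. Fits to normalized values were not needed because the table held counts. Not every alternative was run for every result. The other adjusted p thresholds and the test against a fold of 1.5 were read out as counts of called genes only. Gene lists were not tested with limma-voom. Where all alternatives are spoken of below, those run for the result in question are meant.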

Results

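To ask whether IL-3 drives pre-basophils out of the bone marrow, the study compared BMBAs stimulated with IL-3 with BMBAs given PBS as a control. BMBAs are basophils generated in culture from mouse bone marrow cells, and IL-3 is a cytokine that supports the growth of basophils and also activates them. Bulk RNA-seq data were obtained from 6 libraries, 3 from PBS-treated cultures and 3 from cultures stimulated with 10 ng/mL IL-3 for 6 h. According to the study, all of them belong to a single experiment. The SDs, SEs and p-values below therefore rest on the spread between cultures and do not cover differences between experiments. The methods of the study do not say whether the cultures came from different mice. The PBS libraries held 11737190, 10837054 and 10619733 counts for replicates 1, 2 and 3, and the IL-3 libraries held 10537540, 12690583 and 13999287 counts. A single annotated ribosomal RNA gene, CT010467.1 (chromosome 17, 39846353 to 39848827, GRCm38), took between 13.4% and 16.5% of the counts of each library.

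Libraries of the same group were more alike than libraries of different groups. Across the 16675 genes tested, Pearson's r of log2 CPM ranged from 0.985 to 0.988 between libraries of one group and from 0.952 to 0.957 between groups. These are correlations across genes, which are not independent replicates. The first principal component took 66.8% of the variance and separated the PBS from the IL-3 libraries. That share ranged from 41.6% with no filter on low counts to 85.2% over the 500 most variable genes. No pair of libraries looked like one library deposited as 2, since the chi-square statistic per degree of freedom was at least 2.97 in every pair.

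Stimulation with IL-3 changed the expression of many genes. At an adjusted p below 0.05 in edgeR's quasi-likelihood test, 3003 genes were higher and 3372 genes were lower in IL-3-stimulated BMBAs than in PBS-treated BMBAs. Together they made up 38.2% of the genes tested, and 47.1% of them were higher. The median size of the log2 fold change among called genes was 0.61, and 1598 of them changed more than 2-fold, of which 651 were higher and 947 lower. In 48.2% of the tested genes, all 3 IL-3 libraries lay beyond all 3 PBS libraries, whereas chance gives 10%. The numbers moved most when a fold of 1.5 had to be exceeded in the test, which left 709 higher and 883 lower genes. Scaling by library totals alone shifted the log2 fold changes by a median of -0.16 and gave 1698 higher and 5030 lower genes, so that 25.2% of calls were higher.

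**Figure D1:**
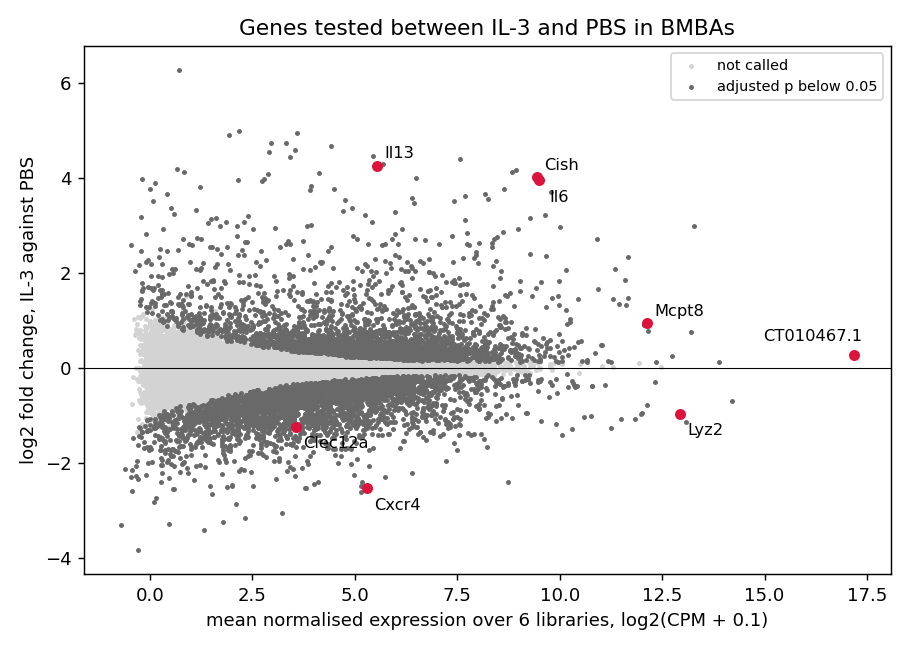
Log2 fold change of IL-3 against PBS (vertical axis) plotted against the mean expression over the 6 libraries as log2(CPM + 0.1) (horizontal axis) for the 16675 genes tested, one point per gene. Dark points are genes with an adjusted p below 0.05, pale points are the others, and red points mark genes named in the text, among them Cxcr4 at -2.54.

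The study singled out Cxcr4, the gene of a chemokine receptor that retains immune cells in the bone marrow, as lowered by IL-3. Cxcr4 (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293, minus strand, GRCm38) was expressed at 67.0 ± 6.17 CPM in PBS-treated BMBAs and at 11.5 ± 0.563 CPM in IL-3-stimulated BMBAs (SD, n = 3 each). Its log2 fold change was -2.54 (SE 0.0977) with an edgeR adjusted p of 7.24e-12. The PBS libraries had 74.12, 63.13 and 63.78 CPM, and the IL-3 libraries had 11.06, 12.16 and 11.40 CPM. Among all tested genes Cxcr4 had the 17th lowest log2 fold change, and among those that met the expression and overlap limits for naming it was the 3rd. No 50-mer of its transcript occurred in a transcript of another gene. The value ranged from -2.70 to -2.44 over all alternatives run for it, and scaling by library totals gave the former.

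Of the 18 genes that the study or its question speaks of, 17 were expressed highly enough to be tested. Over all genes tested, 15 of them were called, 12 higher and 3 lower in IL-3, and the number was also 15 when adjusted over the list alone. Besides Cxcr4, the lower genes were Clec12a and Fcer1a. Clec12a, whose product marks pre-basophils, went from 16.4 ± 2.29 to 6.96 ± 0.791 CPM (SD, n = 3 each), a log2 fold change of -1.24 with an edgeR adjusted p of 8.15e-06. Fcer1a, encoding the alpha chain of the IgE receptor, had a log2 fold change of -0.50 and an adjusted p of 2.38e-06. Cd9 and Itga2, which encode CD9 and CD49b, rose by 0.55 and 0.53 on the log2 scale. In all 4 genes the 3 IL-3 libraries lay beyond the 3 PBS libraries.

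Transcripts of cytokines rose. Il6 went from 87.3 ± 7.10 to 1346 ± 124 CPM, a log2 fold change of 3.95 (SE 0.0763) with an edgeR adjusted p of 1.89e-15. Il13 rose from 4.65 ± 0.951 to 88.5 ± 22.5 CPM, with a log2 fold change of 4.26. Il4 rose from 30.6 ± 0.783 to 135 ± 24.6 CPM, with a log2 fold change of 2.14. Il10 had 1 count in PBS replicate 3, 1 count in IL-3 replicate 2 and 0 counts in the other libraries. It was therefore not tested, and no difference was detectable at this depth.

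Among genes of basophil identity, Mcpt8 rose from 3066 ± 171 to 5895 ± 178 CPM, with a log2 fold change of 0.94, and Cd200r3 rose by 1.31 on the log2 scale. Prss34 was measured at 5615 ± 323 and 5661 ± 183 CPM, a difference smaller than the spread between replicates (edgeR adjusted p 0.860). Cd34 did not differ either (log2 fold change 0.09, edgeR adjusted p 0.607). Kit rose by 0.58. Cd63 rose by 0.16 with an adjusted p of 0.0107, which became 0.0524 without PBS replicate 2 and 0.0536 without IL-3 replicate 3, within a range of 0.000228 to 0.924 over all alternatives. Under scaling by library totals Cd63, Cd34 and Prss34 had log2 fold changes of -0.0065, -0.070 and -0.15. The subunits of the IL-3 receptor were higher in IL-3. The log2 fold change was 0.39 for Il3ra, 1.33 for Csf2rb and 1.66 for Csf2rb2. Csf2rb2 shared 18.9% of its 50-mers with other genes, chiefly Csf2rb, so that the split of reads between both is uncertain.

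**Figure D2:**
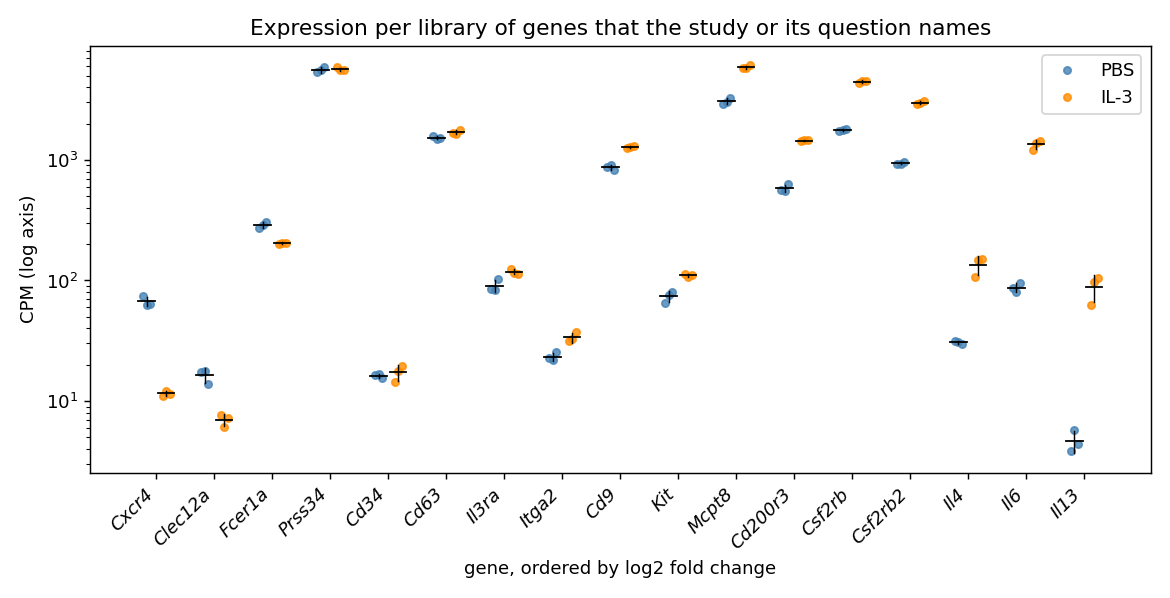
Normalised expression in CPM on a log axis of the 17 tested genes that the study or its question speaks of, ordered by log2 fold change. Each point is 1 library (blue, PBS; orange, IL-3), the horizontal line is the mean of 3 libraries and the vertical line its SD. Cxcr4 lies leftmost with 67.0 CPM in PBS and 11.5 CPM in IL-3, and Il13 lies rightmost with 4.65 and 88.5 CPM.

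The largest rises under the naming rule were those of Serpina3h, Akr1c18, Serpina3i, Lif and Ccl2. Serpina3h (chromosome 12, 104247905 to 104253669) rose from 0.746 ± 0.194 to 23.2 ± 1.68 CPM, a log2 fold change of 4.94 with an edgeR adjusted p of 1.11e-11. The neighbouring Serpina3i had a log2 fold change of 4.59. Serpina3h and Serpina3i belong to one gene family and shared 21.9% and 15.9% of their 50-mers with other genes, which leaves their separate values uncertain. Akr1c18 (chromosome 13, 4132615 to 4150654) had a log2 fold change of 4.66, with 40.8 ± 4.19 CPM in IL-3. Lif (chromosome 11, 4257557 to 4272514), which encodes a cytokine, reached 83.0 ± 11.0 CPM with a log2 fold change of 4.47. Ccl2 (chromosome 11, 82035571 to 82037453), which encodes a chemokine, rose by 4.43 on the log2 scale with an SE of 0.322. Its value depended on PBS replicate 1, which had 1.80 CPM against 0.44 and 0.53 CPM in the other PBS libraries. Without that library the log2 fold change of Ccl2 was 5.37, so the order of these genes is not firm.

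The largest falls under the same rule were those of Gm24245, Gm25732, Cxcr4, St6galnac3 and Slc40a1. Gm24245 (chromosome 4, 139338304 to 139338360) and Gm25732 (chromosome 4, 139338206 to 139338265) are annotated as miRNA genes of 57 and 60 nt that lie next to each other. Their log2 fold changes were -2.62 and -2.54. All 50-mers of Gm24245, that is 100%, also occurred in other genes, so its counts cannot be assigned to this locus. St6galnac3 (chromosome 3, 153198266 to 153725174) had a log2 fold change of -2.53 and an edgeR adjusted p of 9.27e-10. Slc40a1 (chromosome 1, 45908068 to 45926523) went from 23.9 ± 1.33 to 4.14 ± 1.42 CPM, a log2 fold change of -2.52 with an edgeR adjusted p of 1.99e-08. With the GC and length correction Gm24245 and Gm25732 were at -1.97 and -1.99, while Cxcr4 was at -2.51, so the order of these falls is not firm either.

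Gene lists were tested to ask which processes moved with IL-3. Of the 7 lists, 5 were called by camera after adjustment, 3 of them higher and 2 lower in IL-3. All 10 genes of the list of STAT5 feedback and target genes were called higher, with a median log2 fold change of 3.06 and a camera adjusted p of 9.49e-13. The members with the smallest adjusted p were Cish, Socs1 and Socs3, with log2 fold changes of 4.01, 4.12 and 3.63. The ribosome biogenesis list had a median of 0.59 (camera adjusted p 0.000143), and 10 of its 15 genes were called higher, led by Nop56, Nop58 and Nolc1. The cholesterol synthesis list had a median of 0.41 (camera adjusted p 0.000261), and 9 of its 12 genes were called higher, among them Lss and Idi1.

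Genes of the cell cycle were lower in IL-3. The G2/M phase list had a median log2 fold change of -0.98 with a camera adjusted p of 3.55e-15. Of its 52 genes, 45 were called lower and 2 were called higher. Hmgb2, Cenpa and Cenpf, which had the smallest adjusted p, had log2 fold changes of -1.06, -1.19 and -1.31. The genes called higher, chosen after their values were seen, were Lbr at 0.20 and Tubb4b at 0.16. The S phase list had a median of -0.50 with a camera adjusted p of 5.23e-06. Of its 40 genes, 24 were called lower, led by E2f8, Rrm2 and Rfc2, and 3 were called higher, namely Cdca7, Blm and Tyms, also chosen after their values were seen. Of the called lists, those of STAT5, cholesterol synthesis and S phase genes stayed below 0.05 when camera estimated the correlation between genes. With an estimated correlation the adjusted p was 0.145 for the G2/M list and 0.197 for the ribosome biogenesis list, the highest values over their alternatives, which began at 2.74e-22 and 2.86e-06. All 5 were called by fry.

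The list of interferon-stimulated genes was not called (median -0.47, camera adjusted p 0.133) over 8 tested genes. Its camera adjusted p was 0.0271 without PBS replicate 2 and 0.0195 without IL-3 replicate 1, so single libraries decided this result, and it ranged from 0.0195 to 0.601 over all alternatives. The list of receptors of cell trafficking was not called by camera (adjusted p 0.700), as its genes went both ways. Of its 13 genes, 6 were called higher and 4 lower. Its median was -0.11 and its mean was -0.02, whereas camera placed it on the higher side. Cxcr4 had the lowest value of the list, and Cxcr2 had a log2 fold change of 1.68. The other lower genes, chosen after their values were seen, were Ccr2 at -1.18, Itga4 at -0.90 and S1pr1 at -0.83.

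**Figure D3:**
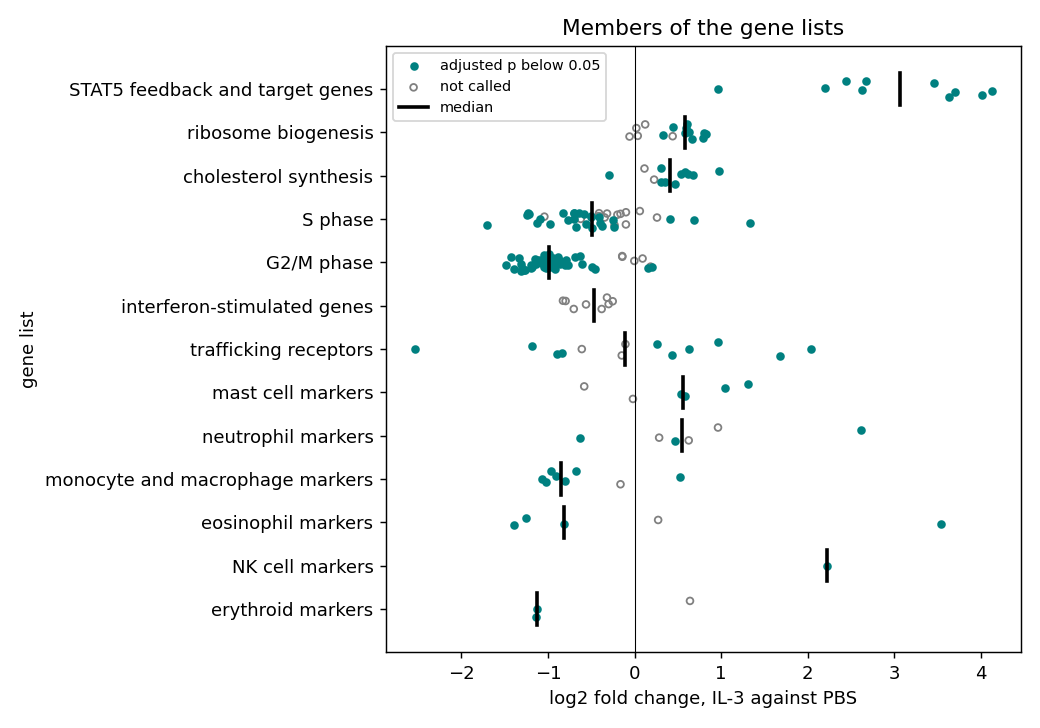
Log2 fold change of IL-3 against PBS (horizontal axis) of the tested members of each gene list (vertical axis), one point per gene. Filled points are genes with an adjusted p below 0.05, open points are the others, and the black bar is the median of a list, such as 3.06 for STAT5 feedback and target genes and -0.98 for G2/M phase.

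Because BMBAs are bead-enriched from mixed cultures, markers of other cell types were measured in the same way. Of the 5 lists that could be tested, 2 were called by camera, and both were also called by fry, but neither stayed called with an estimated correlation. Mast cell markers had a median log2 fold change of 0.56 over 6 tested genes (camera adjusted p 0.0262), led by Cma1 at 1.31, Tpsb2 at 1.04 and Cpa3 at 0.53. Of the 6 genes, 4 were called higher and 0 lower. Mcpt4 and Tpsab1, chosen after their values were seen, were at -0.58 and -0.02 and were not called. It is not known here which of these genes basophils transcribe themselves, so the list does not show a higher share of mast cells. Cpa3 reached 547 ± 38.8 CPM in PBS and 793 ± 21.7 CPM in IL-3. Monocyte and macrophage markers had a median of -0.85 over 8 tested genes (camera adjusted p 0.00241). Lyz2 was the most abundant of them and went from 10456 ± 432 to 5348 ± 316 CPM. C1qb and Cd68 had log2 fold changes of -1.06 and -1.03. The only gene of this list called higher was Adgre1 at 0.53, chosen after its values were seen.

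The other marker lists were not called by camera. Neutrophil markers had a median of 0.55 over 6 tested genes (camera adjusted p 0.260), with Retnlg at 2.61, Lcn2 at 0.47 and Mpo at -0.63. The median was 1.43 without PBS replicate 1 and 0.25 without IL-3 replicate 3. Eosinophil markers had a median of -0.82 but a mean of 0.07 over 5 tested genes (camera adjusted p 0.349), since Prg2 rose by 3.54 while Ear2 fell by 1.39 and Ear1 fell by 1.25. Ear1 and Ear2 belong to a gene family and shared 57.4% and 41.5% of their 50-mers with other genes. Of the 6 NK cell markers only Nkg7 was tested, with a log2 fold change of 2.22. Erythroid markers had a median of -1.13 over 3 tested genes (camera adjusted p 0.443), but they went both ways. Hba-a1 and Hba-a2, which were called lower, are near-identical copies, and Hbb-bs, chosen after its values were seen, was at 0.64 and was not called.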

Values the study reported

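The study reported that its bulk RNA-seq data came from n = 3 cultures for each stimulation, after 6 h with IL-3 or PBS, and that Cxcr4 was among the genes significantly decreased by IL-3. Each library was made from 10,000 BMBAs. In a separate experiment it treated CD49b-positive bone marrow cells with 10 ng/mL IL-3 for 4 h and found lower surface CXCR4 on pre-basophils and on mature basophils.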

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

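The GC and length correction was chosen after the data had been seen. The other alternatives were fixed beforehand.

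Cxcr4 was called lower under all alternatives run for it, between -2.70 and -2.44, and between -2.58 and -2.46 with 1 library left out. The test against a fold of 1.5 was not among these. Library totals alone gave 1698 higher and 5030 lower genes, which follows from the shift of all log2 fold changes by a median of -0.16, and 79.5% of the calls kept their direction and significance. Testing against a fold of 1.5 left 709 higher and 883 lower genes by its own construction. Leaving out 1 library gave 2482 to 2787 higher and 2883 to 3108 lower genes, with 81.1% to 86.6% of the calls kept. No call turned into a call of the opposite direction under any scaling, filter, test or left-out library.

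With the replicate number as a block, 2842 genes were higher and 3247 lower. The deviations of same-numbered libraries from their group means correlated at -0.0087, -0.016 and -0.022, so the numbers gave no sign of pairing. Among lists and named genes the block changed only the call of the interferon list, to a median of -0.45 (camera adjusted p 0.0278).

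All lists kept their sign under all alternatives run for them, which did not include limma-voom. For NK cell markers, with 1 tested gene, fry and camera with an estimated correlation were not run either. With an estimated correlation, camera no longer called G2/M phase (-0.98), ribosome biogenesis (0.59), mast cell (0.56) and monocyte and macrophage genes (-0.85), whose medians are the same by construction. Fry in turn called neutrophil markers (median 0.55) higher, eosinophil markers (median -0.82) lower, and trafficking receptors higher although their median was -0.11. The interferon list had a median of -0.55 and was called with no filter on low counts, and its median ranged from -0.81 to -0.15 with 1 library left out. NK cell markers moved to 2.06 with library totals and to 0.74 with no filter, which adds genes of few counts. The cause of the other changes was not tested.

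Of the 57 named genes other than Cxcr4, 3 changed sign or lost their call under some alternative. Cd34 was at -0.070 with library totals and between -0.0049 and 0.20 with 1 library left out. Cd63 was at -0.0065 with library totals. Prss34 was at -0.15 with library totals, where it was called, at -0.012 with iterated TMM, and between -0.027 and 0.056 with 1 library left out. Thinning to the smallest library left 94.8% of calls. The libraries differed little in size, so this does not show what deeper data would call, and Il10 and 5 of the 6 NK cell markers were too rare to be tested.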

Other observations

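The tests of single explanations for macrophage, basophil, ribosomal and mitochondrial transcripts and of the share of dividing cells, and those of reads shared between genes, were chosen after the results were seen. Those on GC content and length were planned before their results were seen, except that this correction itself was added after the data had been seen, and those on expression level and on other splits of the libraries were planned before their results were seen.

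Of the 10 ways to split the 6 libraries 3 against 3, 1 gave as many called genes, the real one. Each of the other 9 splits gave 0 called genes with edgeR and 0 with limma-voom, with 200 to 318 genes at an unadjusted p under 0.05 in edgeR. For each of the called lists (STAT5, ribosome biogenesis, cholesterol synthesis, S phase, G2/M phase, mast cell, and monocyte and macrophage genes) likewise 1 of 10 splits gave a camera p as small. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded in this way. Each of the other 9 splits also mixed PBS and IL-3 libraries in both groups, so the difference between treatments added to the spread within groups. Few calls were likely there for that reason, and the 0 calls do not measure how often unchanged genes are called.

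Genes of the G2/M phase fell under a cytokine that supports growth. A trend of fold changes with expression level is argued against, since the lowest median among 10000 random lists matched on expression was -0.29 against -0.98 for the list. For the S phase list the lowest random median was -0.44 against -0.50. GC content and transcript length are argued against as the whole cause, since the medians after correction were -0.95 for G2/M and -0.46 for S phase genes. A lower share of dividing cells as the only change would lower all genes that no other cell expresses by one amount. This is argued against, since the log2 fold changes differed by more than their SE, with a Cochran Q of 1412 over the 52 G2/M genes and 597 over the 40 S phase genes. Where other cells express some of the genes at a lower level than dividing cells, these would fall less but would not rise. This is argued against for the S phase gene Blm, which was called higher at 0.69. Reads shared with other genes are argued against for Blm, as 0.1% of its 50-mers occurred elsewhere. A gene that other cells express more highly would rise, and bulk counts do not show whether Blm is such a gene. The other S phase genes called higher decide nothing. Tyms shared 5.2% of its 50-mers with other genes, among them Cd200r3, which is more abundant and rose, so shared reads and a rise of Tyms itself cannot be told apart, and Cdca7 had few counts. In the G2/M list the highest value was that of Lbr at 0.20, close in size to the median shift of 0.16 between scalings, so here a lower share of dividing cells and fewer transcripts per dividing cell cannot be told apart. A direct effect of IL-3 on the cell cycle within 6 h stays open and untested.

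Clec12a and Fcer1a fell while Cd9 and Itga2 rose. This is the direction from pre-basophils to mature basophils as the study describes them. The study also describes lower Mcpt8 and Prss34 in mature basophils. In these counts Mcpt8 rose with a log2 fold change of 0.94, so a lower share of pre-basophils is argued against for this gene. Prss34 was at 0.01 and decides nothing, since it was at -0.15 and called lower with library totals. For the 4 markers named first, a lower share of pre-basophils stays open, as it does for the fall of cell-cycle genes. The study found pre-basophils to divide more. It also describes higher Cxcr4 in pre-basophils, so the fall of Cxcr4 goes in that direction too. As the only change, the share would have had to fall by at least the fold of Cxcr4 itself, which was estimated at 5.80. Clec12a, which marks pre-basophils, fell 2.36-fold, less than Cxcr4. This argues against a lower share as the only change where no other cell expresses Clec12a. The study describes mature basophils as low in CLEC12A, and any expression there would make the fall of Clec12a smaller. The share itself is not seen in bulk counts. With such expression, a lower share and regulation of Cxcr4 within cells therefore cannot be told apart in these counts. In a separate experiment, the study found lower surface CXCR4 after IL-3 on gated pre-basophils and on gated mature basophils. That measurement was made within each population, but on protein of bone marrow cells after a shorter treatment. Regulation of the 4 markers within cells would look the same in bulk counts and cannot be told apart from a lower share without values per cell.

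Genes of monocytes and macrophages fell as a list. Random lists matched on expression reached at lowest a median of -0.52 against -0.85, and after the GC and length correction the median was -0.77, which argues against both trends as the whole cause. A lower share of macrophages in the IL-3 cultures would lower all transcripts that no other cell expresses. Adgre1 rose with a log2 fold change of 0.53 and Mrc1 was at -0.16, so it is argued against for these genes in that case. Where other cells express Adgre1 and Mrc1 as highly or more, bulk counts cannot decide. The other 6 genes lay between -1.06 and -0.68. They did not fall by one amount (Cochran Q 23.9, p 0.000230), which argues against a lower share of macrophages as the only change where no other cell expresses these genes. With expression in other cells as well, no fall of the 6 being smaller than 0.68, a lower share of macrophages and lower expression within the basophils cannot be told apart, since it is not known here which of these genes basophils transcribe themselves. Of the cell type lists, Kit on the mast cell list is also among the genes the study speaks of.

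Among the largest falls was a group of entries with similar log2 fold changes. These were chosen after their values were seen. Gm24245, Gm23935, Gm24270, Gm25732, Mir6236 and Mir6240, annotated as miRNA genes, and the protein-coding Lars2 lay between -2.62 and -2.39. Gm24187, also annotated as a miRNA gene, and Gm15564, which had fewer counts and are not counted among these 7 entries, were at -2.48 and -3.06. Lars2 went from 719 ± 19.6 to 137 ± 3.95 CPM (SD, n = 3 each). For Gm24245, Gm23935 and Gm24270 the similar fall is likely one signal counted at several loci, since 100% of their 50-mers occurred in other genes. For Lars2, Mir6236, Mir6240 and Gm25732 sequence shared with another of the 7 entries is argued against, because 0% of their 25-mers occurred there. Other genes were searched with 50-mers only. Of these, 0.2% for Lars2 and 0% for Mir6236, Mir6240 and Gm25732 occurred in another gene. Gm15564, outside the 7 entries, shared 0.4% of its 50-mers with Lars2. A lower yield of short transcripts is argued against, as the other tested genes under 200 nt had a median of 0.27. So is a lower share of ribosomal RNA as a whole, as CT010467.1 was at 0.27 and did not fall. After the GC and length correction the median of the 7 entries was still -1.99. A common source outside the gene reference, such as a ribosomal RNA other than that of CT010467.1, stays open, since no such sequence was used here.

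The mitochondrial share of counts was 3.55% ± 0.0261 in PBS and 2.03% ± 0.0367 in IL-3 (SD, n = 3 each). An even loss of all mitochondrial RNA is argued against. The mitochondrial mRNAs had a median log2 fold change of -0.30, while mt-Rnr1 and mt-Rnr2, the mitochondrial ribosomal RNAs, had -0.78 and -1.15. Their shares went from 1.87% to 0.824% for both ribosomal RNAs together and from 1.68% to 1.20% for the mRNAs. Whether capture of RNA without long poly(A) tails or a change in the cells lies behind the difference was not tested.

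In single libraries, few genes stood more than 4-fold apart from both other replicates. PBS replicate 3 had 4 such genes on the lower side, which were Ccdc92b, Cxcl1, Cxcl10 and Mest, chosen after their values were seen. Mest had 34.20 and 32.79 CPM in PBS replicates 1 and 2 and 2.47 CPM in PBS replicate 3. Cxcl10 had 9.74 and 7.36 CPM in the former and 0.97 CPM in the latter. No explanation was tested.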
